A study of Mus musculus and Rattus norvegicus with 21 samples. Its data were reported in "GLIS3 regulates transcription of thyroid hormone biosynthetic genes in coordination with other thyroid transcription factors" (2023).

How the data were processed

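Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was analysed from mouse thyroid glands and from PCCl3 cells, a rat thyroid follicular cell line. The series held 21 samples, of which 13 were immunoprecipitated libraries with a peak list and 8 were input libraries (sheared chromatin without immunoprecipitation) without a list of their own. Each combination of antibody, genotype, diet and cell source was represented by 1 library. In mouse thyroid, NKX2.1 and PAX8 were profiled in wild-type (WT) animals labelled as 1 month old and kept on a low iodide diet (LID). The study's methods instead describe the mice of the factor libraries as Glis3-EGFP animals, which make a GLIS3-EGFP fusion protein, older than the mice of the histone libraries and longer on the LID. This conflict was not resolved, so a comparison of factor peaks with histone peaks may be one between different mice. The histone marks H3K4me3, which is found at active promoters, and H3K27me3, the mark placed by Polycomb repressive complexes, were profiled in WT and Glis3 knockout (Glis3KO) thyroids on a normal diet (ND) or the LID, giving 8 libraries. In PCCl3 cells GLIS3, NKX2.1 and FOXE1 were profiled. According to the study's methods, GLIS3 was an HA-tagged protein induced by doxycycline in these cells.

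The authors removed reads of low mean quality, trimmed adapters with Cutadapt 1.12, aligned single-end reads to mm10 (mouse) or rn6 (rat) with Bowtie 1.2 keeping unique hits, removed duplicates with Picard 1.110 and called peaks with HOMER 4.10.3. Bedtools 2.24.0 was among the tools named in the submitters' processing notes. Per the study's methods, factor peaks were called per library against the matching input, with a stricter false discovery rate and fold over input in mouse thyroid than in PCCl3 cells, so peak numbers of mouse and rat libraries are not comparable. Whether the deposited lists were made at those thresholds could not be checked, since they hold no score. The GLIS3 and FOXE1 libraries shared an input, so an artefact of that input would enter both lists, whereas the NKX2.1 and PAX8 libraries each had an input of their own. Histone peaks were called as broad regions with different region settings for the 2 marks, and the use of an input for them is not given in the sources used here. The deposited files give chromosome, start, end and a name for each peak and hold no score, fold or p-value, so a caller's borderline peak and its strongest peak count alike and no list could be filtered to a stricter threshold. The number of reads behind each library is unknown from the files. Depth affects how many peaks a caller finds, so a longer list may reflect a deeper or cleaner library as well as more binding.

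Peak coordinates were converted to a count from 1. Factor peaks were set to 300 bp around their midpoints, which changed only 2 FOXE1 peaks, the narrowest of 271 bp. Peaks were called shared when they overlapped by at least 1 bp. The overlap expected by chance was the mean over 1000 circular shifts of the other peak set along each chromosome, and the p-value was one-sided, with 0.001 as the smallest value that 1000 shifts can give. For the rat, no genome was used here and the largest peak end on each chromosome served as its length. Peaks within 50 bp were merged into collapsed regions and counted by the factors that had a peak in them. The study scored its collapsed regions by fragment counts, which peak lists do not hold. Peaks of the mouse were placed by their midpoints against curated RefSeq transcripts on GRCm38, the assembly also called mm10, in the order TSS proximal (within 1 kb upstream of a transcription start site), gene body, upstream (from 1 to 5 kb) and intergenic. This annotation had 26180 genes, of which 21000 were protein-coding with 26242 distinct start sites. A protein-coding gene was called bound when a peak overlapped the region 5 kb either side of a start site, and called marked when a histone peak overlapped the region 1 kb either side. Wilson 95% confidence intervals of shares cover the counting of peaks only, not the variation between animals.

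In total, 25 gene lists were fixed before the data were examined. Of these, 6 were gene groups that the study named and 17 were drawn up from general knowledge of cell types and pathways. The other 2 were the study's lists of genes lower or higher in Glis3KO-LID than in WT-LID thyroids. These 2 lists hold only genes that the study called bound by GLIS3, NKX2.1 and PAX8, not all changed genes. The 2 lists of changed genes were selected by the study using RNA-seq together with the mouse factor ChIP-seq of this series, so their binding is not independent evidence. Of the genes read from these 2 lists, 330 of 344 lower and 159 of 196 higher ones matched a protein-coding gene and were tested, and the others were left out. The list of lower genes as read was slightly shorter than the study states. Each list was compared with all other protein-coding genes by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 50 tests for factor binding and over 200 tests for the histone marks, and called at an adjusted p under 0.05. Genes and peaks of a library are not independent replicates, so all p-values describe single libraries. With 1 library per group there was no test between genotypes or diets. The genes named in the text followed a rule set before the data were examined. They were all members of the groups TH synthesis, TSH induced and Thyroid TFs, the 10 genes with the most peaks of each factor within 5 kb (ties by symbol, since the files hold no score), the 10 genes with the largest gain and the 10 with the largest loss of each histone mark in Glis3KO ranked by the smaller change of both diets, up to 4 members of any other list in alphabetical order, and the widest regions for the rat. A few genes that this rule names are not reported here. The names of a few other genes were chosen after their values were seen, and the text says so there.

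The shift test was tested on simulated data smaller than the real lists, with 19990 to 19993 simulated peaks at random places against as many PAX8 peaks and 100 shifts per run. With 0, 10 and 30% of the simulated peaks planted on PAX8 peaks it returned a mean excess of -0.00565, 9.95 and 29.8%, and gave p under 0.05 in 0, 20 and 20 of 20 runs. For the list test, 2.5% of 1000 random lists of 12 genes gave p under 0.05 for NKX2.1 binding. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered the overlap rule, the peak width, the window around a start site, the gene annotation, small peaks, lists cut to equal numbers of peaks, chromosomes and the choice of histone library. A rat annotation was not used here, so genes bound in PCCl3 cells, the genomic context of the rat peaks and the comparison of NKX2.1-bound genes between mouse and rat were not analysed here. GLIS3 peaks from mouse thyroid and PAX8 peaks from PCCl3 cells were not used here either.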

Results

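The binding of the thyroid transcription factors (TFs) NKX2.1 and PAX8 was mapped in thyroid glands labelled as from WT mice fed the LID, GLIS3, NKX2.1 and FOXE1 binding was mapped in rat PCCl3 cells, and H3K4me3 and H3K27me3 were mapped in thyroids of WT and Glis3KO mice on the ND or the LID. A low iodide diet raises thyroid-stimulating hormone (TSH), the pituitary hormone that drives thyroid hormone (TH) synthesis. The lists held 46636 NKX2.1 and 51586 PAX8 peaks in mouse thyroid, covering 13.99 and 15.48 Mb. In PCCl3 cells 46004 GLIS3, 47390 NKX2.1 and 9448 FOXE1 peaks covered 13.8, 14.22 and 2.83 Mb. There was 1 library for each factor or mark in each group, no replicate, and the number of reads is unknown from the peak lists.

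NKX2.1 and PAX8 were compared first, to see how far these TFs, both needed for thyroid development and for TH biosynthesis, occupied the same places in the mouse thyroid. In the NKX2.1 list 50.8% of peaks (95% interval 50.3 to 51.2%, n = 46636) overlapped a PAX8 peak, and 45.9% of PAX8 peaks (45.5 to 46.3%, n = 51586) overlapped an NKX2.1 peak. Shifted peak sets gave 1.24 and 1.121%, so the overlap exceeded chance 41.1-fold and 41-fold (permutation by shifts, adjusted p = 0.001 for each, the smallest that 1000 shifts can give). The midpoints of overlapping peaks lay a median of 36 bp apart. Of 74119 collapsed regions, 24093 (32.5%) had a peak of both TFs, 22537 of NKX2.1 alone and 27489 of PAX8 alone. Of NKX2.1 peaks, 53% of those farther than 5 kb from a start site overlapped a PAX8 peak, against 42.4% of those within 5 kb, with 1.05 and 6.22% expected. For PAX8 peaks the shares were 49.5 and 34%, with 0.979 and 4.94% expected.

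**Figure D1:**
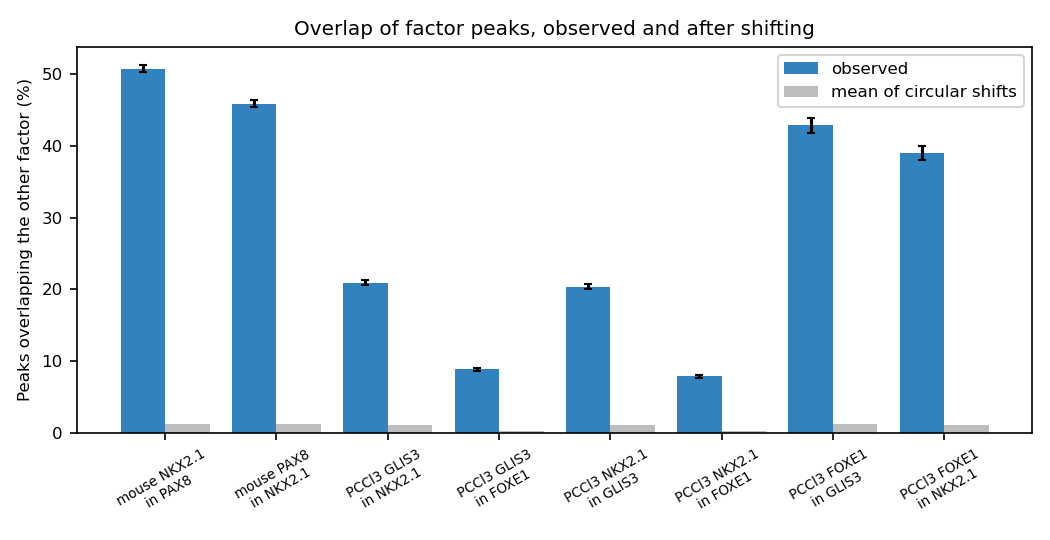
Bars show the percentage of each factor's peaks that overlap a peak of a second factor by at least 1 bp, for each ordered pair of factors in mouse thyroid and in PCCl3 cells, with 95% Wilson intervals, beside the mean percentage over 1000 shifted peak sets. The observed shares run from 7.83 to 50.8%, and the highest expected share is 1.24%.

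Most binding lay within genes or between them. Gene bodies held 56.5% of NKX2.1 and 57.1% of PAX8 peaks (random positions 39.9%), and intergenic sequence held 33.7 and 32.6% (random positions 55.9%). TSS proximal sites made up 6.43% of NKX2.1 peaks (6.21 to 6.66%) and 7.17% of PAX8 peaks (6.95 to 7.39%), compared with 1.15% of random positions. The upstream class held 3.39 and 3.12%, with 3.05% of random positions. Peaks of a single TF were found at proximal promoters more often than shared ones. The proximal share was 8.3% for NKX2.1 peaks without PAX8 against 4.62% for those overlapping it, and 9.46% for PAX8 peaks without NKX2.1 against 4.47%, with 95% intervals that did not overlap.

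Within 5 kb of a start site, NKX2.1 bound 7439 and PAX8 8828 of 21000 protein-coding genes (35.4 and 42%). Both bound 5295 genes where 3127 would be expected if they were independent (odds ratio 7.01, 95% interval 6.58 to 7.47, Fisher's exact test), and at 3550 genes the peaks overlapped. The odds ratio was 4.8 with a window of 1 kb and 16.4 with one of 20 kb. NKX2.1 alone bound 2144 genes, PAX8 alone 3533, and neither bound 10028. The NKX2.1 count depended on the window, with 4435 genes at 1 kb and 12400 at 20 kb, as did the count of genes bound by both (2538 and 10757).

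The TH synthesis group stood out in both lists. NKX2.1 bound 11 of 11 genes (adjusted p = 0.00011, Fisher's exact test) and PAX8 10 of 11 (adjusted p = 0.00531), with overlapping peaks at the same 10 genes that PAX8 bound. In the sodium/iodide symporter gene Slc5a5 (chromosome 8, 70882889 to 70892757 of mm10, minus strand), the NKX2.1 peak at 70895438 to 70895737 and the PAX8 peak at 70895443 to 70895742 were centred 2831 and 2836 bp upstream of the start site, and another NKX2.1 peak lay in intron 2 (70891462 to 70891761). Peaks of both TFs covered the proximal promoters of the thyroglobulin gene Tg (chromosome 15, 66670486 to 66670785 and 66670499 to 66670798) and the TSH receptor gene Tshr (chromosome 12, 91400730 to 91401029 and 91400749 to 91401048). At Slc26a4, which encodes the anion exchanger pendrin, overlapping peaks were centred 998 and 933 bp upstream and again 3084 and 3124 bp upstream. Iyd, the iodotyrosine deiodinase gene, carried overlapping peaks in intron 1 and about 5 kb upstream. Duox2 and Duoxa2, neighbours that encode an oxidase producing hydrogen peroxide and its maturation factor, shared an overlapping pair in intron 1 of Duoxa2 (chromosome 2, 122299688 to 122299987 for NKX2.1), and Duox1 and Duoxa1 shared a pair in intron 2 of Duox1 (122317929 to 122318228 for NKX2.1). The calls on this group were lost with a 1 kb window, where NKX2.1 bound 6 and PAX8 5 of 11 genes (adjusted p = 0.0635 and 0.529, Fisher's exact test), and for PAX8 also at 20 kb (10 of 11, adjusted p = 0.159). The group was named by the study, so its binding is not independent evidence.

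**Figure D2:**
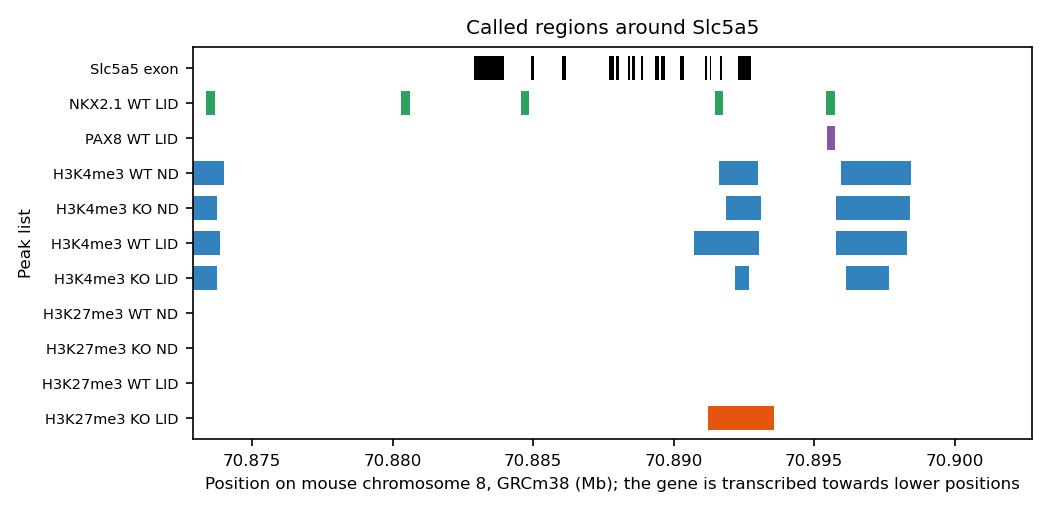
The map shows chromosome 8 of mm10 from 70872889 to 70902757, 10 kb either side of Slc5a5, with the exons, the NKX2.1 and PAX8 peaks and the H3K4me3 and H3K27me3 peaks of WT and Glis3KO (KO) thyroids as boxes to scale along the position in Mb, those at the left edge cut off by it. The NKX2.1 and PAX8 peaks centred 2831 and 2836 bp upstream of the start site lie on top of each other, and H3K27me3 over the start site appears only in the Glis3KO-LID library.

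Of the 8 TSH-induced genes, NKX2.1 bound 4 and PAX8 5 (adjusted p = 0.685 and 0.543, Fisher's exact test), so no call was made on this group, which is small (50 against 35.4% of other genes for NKX2.1 and 62.5 against 42% for PAX8). Adm2, a hormone gene of the calcitonin family, carried overlapping peaks at its start site (chromosome 15, 89322573 to 89322872 for NKX2.1 and 89322559 to 89322858 for PAX8). Sod3, encoding extracellular superoxide dismutase, had overlapping pairs in its promoter and about 3 kb upstream, Dio1, a deiodinase gene, had a pair in intron 1, and Cdh16, a cadherin gene expressed in thyroid and kidney, had a pair at its start site. The potassium channel gene Kcnq1 had a PAX8 peak only, 365 bp upstream. Cdh13, Pde4d and Ano1 had no peak of either TF within 5 kb. Among the 5 thyroid TF genes, NKX2.1 bound 3 and PAX8 4 (adjusted p = 0.611 and 0.384, Fisher's exact test). Pax8 had an overlapping pair at its promoter (chromosome 2, 24475607 to 24475906 for NKX2.1). Glis3 had peaks of both TFs that did not overlap, and Nkx2-1 had an NKX2.1 peak in intron 1 and no PAX8 peak. Hhex and Foxe1 had PAX8 peaks (1 and 3) and no NKX2.1 peak. These results differ in part from the study, which listed Kcnq1 and all 5 TF genes as bound by both NKX2.1 and PAX8. It also described shared binding regions in the TF genes. The study scored regions by fragment counts, whereas only called peaks were counted here. The cause of the difference was not tested.

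Over all lists, 10 of 50 tests were called higher and 5 lower than other genes. Epithelial markers were bound by NKX2.1 at 10 of 12 genes and by PAX8 at 11 of 12 (adjusted p = 0.00524 and 0.00333, Fisher's exact test, as for the lists that follow), including the adhesion genes Cdh1, Cldn3, Cldn4 and Cldn7. NKX2.1 bound 9 of 12 genes of ER and secretory stress, among them Atf4, Atf6, Calr and Ddit3 (adjusted p = 0.022, exact test, lost with a 1 kb window at 0.0896), and PAX8 bound 8 of 12 (adjusted p = 0.334). PAX8 bound 9 of 10 cAMP and immediate early genes, including Crem, Dusp1, Egr1 and Fos (adjusted p = 0.0106, exact test, lost with a 20 kb window at 0.0605), and NKX2.1 bound 6 of 10 (adjusted p = 0.395). The study's lists of genes lower and higher in Glis3KO-LID thyroids were tested with the 330 of 344 and 159 of 196 genes read from them that matched a protein-coding gene of the annotation, and all later counts on these lists refer to the matched genes. The lower ones were bound by NKX2.1 at 264 of 330 and by PAX8 at 320 of 330, and the higher ones at 134 and 154 of 159. All 4 calls were higher, but the study had used this ChIP-seq to select them. It called every gene of these lists bound by GLIS3, NKX2.1 and PAX8, so members without a peak here differ from its calls. Immune markers were bound at 0 of 13 genes by either TF (adjusted p = 0.022 and 0.00531), fibroblast markers at 0 of 12 by NKX2.1 (adjusted p = 0.038) and 1 of 12 by PAX8 (Pdgfra, adjusted p = 0.0571, exact test). The low calls on immune and fibroblast markers were lost with a 1 kb window, where the counts stayed at 0 of 13 and 0 of 12, and with a 20 kb window, where NKX2.1 bound 4 and PAX8 5 of 13 immune markers and NKX2.1 5 of 12 fibroblast markers. Hox genes, which pattern the body axis, were bound at 2 of 39 by NKX2.1 (Hoxa13 and Hoxb3, adjusted p = 0.000112) and 5 of 39 by PAX8 (adjusted p = 0.000885, exact test). Hox genes are neighbours in clusters, so they are not independent and these p-values overstate the evidence.

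The other lists gave no call in NKX2.1 or PAX8 binding at 5 kb. The counts for NKX2.1 and then PAX8 were 6 and 8 of 11 for thyroid function, 8 and 11 of 21 for extracellular matrix (ECM), 2 and 2 of 8 for inflammation, 5 and 4 of 11 for C cell markers and 2 and 2 of 5 for parathyroid markers. They were 3 and 4 of 12 for endothelial markers, 4 and 4 of 8 for adipocyte markers, 3 and 2 of 12 for skeletal muscle markers, 4 and 3 of 8 for lung epithelial genes and 3 and 5 of 8 for kidney tubule genes. Housekeeping genes gave 6 and 7 of 12, cell cycle genes 5 and 6 of 13, Hippo and TEAD genes 6 and 9 of 12 and developmental TFs outside the thyroid 3 and 7 of 20. Other windows gave a higher PAX8 call for Hippo and TEAD genes at 1 kb (9 of 12, adjusted p = 0.00993) and for housekeeping and ER and secretory stress genes at 20 kb (12 of 12 each, adjusted p = 0.0202), and a lower NKX2.1 call for developmental TFs at 20 kb (5 of 20, adjusted p = 0.014, Fisher's exact test).

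By the number of separate peaks within 5 kb, C77080 came first with 10 NKX2.1 and 8 PAX8 peaks over 4 start sites. It was followed for NKX2.1 by Rap1gap, a GTPase-activating protein of Rap, with 6 peaks, and by Adgrg1, Btbd3, Cyth1, Dab2ip, Dnajc5b, Ece1, Eya2 and Fam220a with 5 each. For PAX8 it was followed by Bcor, a corepressor gene of Polycomb complexes, Plec, Prkag2 and Tet3 with 6 and by Adcy6, Bmpr1b, Dab2ip, Ece1 and Eya2 with 5. Bcor had 0 NKX2.1 peaks. These counts grow with the number of start sites, which was 11 for Plec.

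In PCCl3 cells the question was how far GLIS3, NKX2.1 and FOXE1 binding coincided. FOXE1 overlapped GLIS3 at 42.9% of its peaks (95% interval 41.9 to 43.9%, n = 9448) and NKX2.1 at 39.1% (38.1 to 40.1%), where 1.16 and 1.1% were expected. GLIS3 peaks overlapped NKX2.1 in 20.9% (20.5 to 21.3%, n = 46004) and FOXE1 in 8.81%, and NKX2.1 peaks overlapped GLIS3 in 20.4% and FOXE1 in 7.83% (n = 47390). Expected values were 1.09, 0.237, 1.06 and 0.22%, and all 6 overlaps exceeded chance, by 19.2-fold to 37.2-fold (permutation by shifts, adjusted p = 0.001 for each). The midpoint of 54.3% of FOXE1 peaks lay within 1 kb and of 68% within 5 kb of a GLIS3 midpoint. Of 86651 collapsed regions, 2234 held all 3 TFs, 7761 GLIS3 and NKX2.1, 2030 GLIS3 and FOXE1 and 1622 NKX2.1 and FOXE1, while 33939, 35512 and 3553 held GLIS3, NKX2.1 or FOXE1 alone. The widest regions with all 3 were on chromosome 12 (10338353 to 10339733 of rn6), chromosome 13 (89410295 to 89411578), chromosome 6 (128599925 to 128601104), chromosome 5 (124836206 to 124837360) and chromosome 10 (5450464 to 5451579), from 1381 down to 1116 bp wide. The genes at these places were not analysed here. GLIS3 and FOXE1 shared an input library.

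The histone libraries allowed genotype to be compared on either diet and diet in either genotype. At the targeted gene, H3K4me3 covered 1337, 1548, 1311 and 1356 bp of the 2001 bp around the Glis3 start site in WT-ND, Glis3KO-ND, WT-LID and Glis3KO-LID, and H3K27me3 covered 0 bp in all 4. The labels do not give the deleted part, and a start site outside it would keep its mark, so these values do not check the genotype labels. The labels give no sex either. H3K4me3 peaks on the Y chromosome in the Glis3KO libraries alone, described below, leave open a difference in sex between the genotypes.

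H3K4me3 was similar in number and place across the 4 libraries. There were 17044, 16590, 16824 and 15692 peaks in WT-ND, Glis3KO-ND, WT-LID and Glis3KO-LID, covering 26.16, 25.44, 26.73 and 22.56 Mb and marking 13066, 13122, 13224 and 12611 genes. Of 13853 genes marked in any library, 11895 (85.9%) were marked in all 4. Glis3KO covered 0.972 times the WT length on the ND and 0.844 times on the LID. On the ND 83.6% of WT peaks (83.1 to 84.2%) overlapped a Glis3KO peak and 85.9% the other way round, and on the LID the shares were 81.1 and 87.7%. There were 59 genes marked in both Glis3KO libraries and neither WT library, and 131 with the opposite pattern. By diet, 64 genes were marked in both LID and neither ND library, and 101 the other way round. In comparison, 125 genes were marked in Glis3KO-ND and WT-LID only, and 47 in WT-ND and Glis3KO-LID only. The count of 131 was thus close to that of a pattern that follows neither genotype nor diet. The largest gains of covered bases at start sites in Glis3KO on both diets were at Dlgap2, Ptprz1, Gamt, Nkx2-2, Tg, Robo2, Amz2, Acy1, Cxcl5 and Trpc6. Tg went from 0 bp in WT-ND and WT-LID to 1056 bp in Glis3KO-ND and 1091 bp in Glis3KO-LID, and Nkx2-2, a homeobox gene, from 0 to 1254 and 1113 bp. The largest losses included those at Sde2 (1856 and 2001 bp in WT-ND and WT-LID, 0 bp in either Glis3KO library), Trim45, Mgat1, Irf9, H2ac6, H2bc4, Ttc16, Mrpl48 and Stil. H2ac6 and H2bc4 are neighbouring histone genes, so their windows overlapped. In total 1640 genes had more and 4605 fewer covered bases in Glis3KO on both diets.

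**Figure D3:**
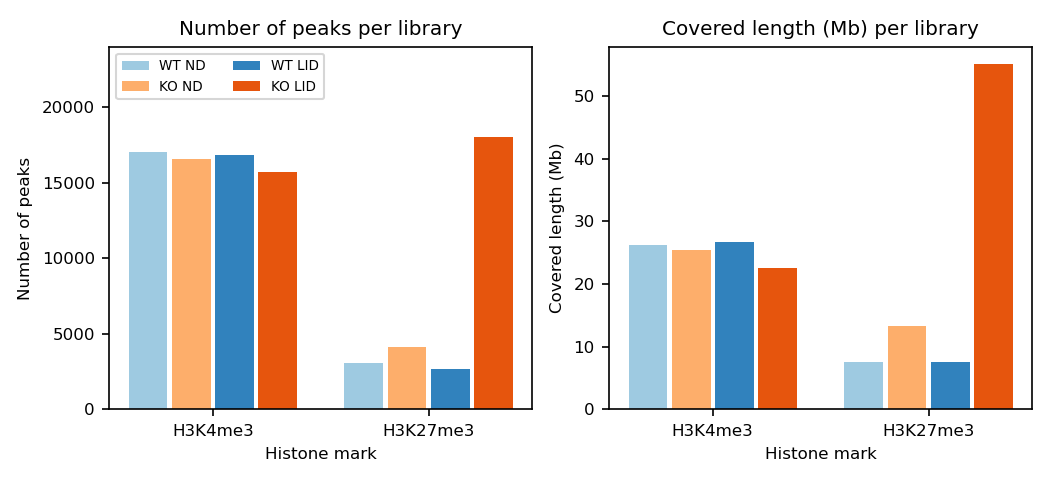
Bars give the number of peaks (left panel) and the covered length in Mb (right panel) of H3K4me3 and H3K27me3 in WT and Glis3KO (KO) thyroids on the ND or the LID, 1 library per bar and no error bars. H3K4me3 lies between 15692 and 17044 peaks, and H3K27me3 between 2631 and 4116 peaks except for 18040 in Glis3KO-LID.

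H3K27me3 differed far more between the libraries. Peaks numbered 3050 in WT-ND, 4116 in Glis3KO-ND, 2631 in WT-LID and 18040 in Glis3KO-LID, covering 7.47, 13.26, 7.5 and 55.11 Mb and marking 1353, 1823, 1365 and 3667 genes. Glis3KO covered 1.77 times the WT length on the ND and 7.35 times on the LID, or 3.86 times on the LID when each list was cut to its 2631 widest peaks. The ratio of covered length on the LID to that on the ND was 1.004 in WT and 4.16 in Glis3KO (2.47 at equal list length). Cutting the lists kept every WT-LID peak, the narrowest of 1001 bp. It kept only peaks of at least 1262 bp in Glis3KO-ND and 4869 bp in Glis3KO-LID. The ratios at equal list length thus compare peaks selected by width and do not control for list length. Of WT peaks, 61.7% on the ND and 93.8% on the LID overlapped a Glis3KO peak, and of Glis3KO peaks 41.7 and 11.6% overlapped a WT peak. At equal list length the LID shares were 67.5% of WT and 52.9% of Glis3KO peaks, so the main ones depended on the lengths of the lists. Between diets, 46.66% of WT-ND peaks overlapped a WT-LID peak and 52.87% the other way round. In Glis3KO, 87.68% of ND peaks overlapped an LID peak and 17.25% the other way round. WT-ND peaks thus overlapped Glis3KO-ND more often than WT-LID, so a low overlap was not particular to genotype. Among 3724 genes marked in any library, 877 (23.6%) were marked in all 4 and 1540 only in Glis3KO-LID, while 370 were marked in both Glis3KO libraries and neither WT library and 0 the other way round. Other patterns that include Glis3KO-LID were one-sided too. By diet, 130 genes were marked in both LID and neither ND library, and 0 the other way round. In WT-ND and Glis3KO-LID only there were 155, against 2 in Glis3KO-ND and WT-LID only. The one-sided count was thus not particular to genotype. Without the Glis3KO-LID library the Glis3KO genes without a WT mark were 397 in place of 370. The largest gains of covered bases on both diets were at Otx2, Arpp21, Lhx6, Fam78a, Medag, Slc17a6, Tfap2c, Myt1l, Lmo3 and Rap1gap2. Bases were summed over all start site windows of a gene, so this ranking favours genes with several start sites. The windows of these genes spanned from 3349 bp (Lhx6) to 13300 bp (Arpp21), against 2001 bp for a single start site. Otx2, a homeobox gene of the forebrain, was covered over 0 and 2439 bp in WT-ND and WT-LID and over 6139 bp in each Glis3KO library, and Lhx6 over 0 bp in WT and 3349 bp in Glis3KO. Tmem39a was the only gene with less H3K27me3 in Glis3KO on both diets (1115 genes had more).

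H3K4me3 lay at 12 of 12 genes in each of the lists of housekeeping genes, epithelial markers and ER and secretory stress in all 4 libraries (adjusted p from 0.0157 to 0.022, Fisher's exact test), at 10 of 10 cAMP and immediate early genes, called in Glis3KO-LID only (adjusted p = 0.0304, and 0.0556 in the others) but in all 4 libraries with 50% of the window covered, and at 13 of 13 cell cycle genes in all but Glis3KO-LID (12 of 13, without Top2a). When at least 50% of the window had to be covered, the call on housekeeping genes was lost in WT-ND and Glis3KO-LID, that on epithelial markers in all but WT-ND, and that on cell cycle genes in each of the 3 libraries that had it. Immune markers had H3K4me3 at 0 of 13 and inflammation genes at 0 of 8 in all 4 libraries (adjusted p from 4.45e-05 to 0.00518, exact test), and skeletal muscle markers at 2, 2, 3 and 2 of 12 (adjusted p from 0.0118 to 0.0437, exact test). The skeletal muscle call was lost in Glis3KO-ND with 50% of the window covered (adjusted p = 0.0581) and in WT-LID with a 2.5 kb window (0.101) and at equal list length (0.0522, Fisher's exact test). Lung epithelial genes, including surfactant genes, had H3K4me3 at 2, 1, 1 and 1 of 8 and were called lower in all but WT-ND, with each call lost when 50% of the window had to be covered. Genes the study listed as lower in Glis3KO-LID had H3K4me3 at 235, 229, 231 and 216 of 330 and those listed as higher at 125, 131, 128 and 120 of 159, all called higher except the first list in Glis3KO-LID (adjusted p = 0.128, exact test). The other calls on the first list were lost with 50% of the window covered (adjusted p = 0.336, 0.309 and 0.0645 in WT-ND, Glis3KO-ND and WT-LID), and that in Glis3KO-ND also at equal list length (0.0607, Fisher's exact test). TH synthesis genes had H3K4me3 at 9, 10, 8 and 10 of 11 in WT-ND, Glis3KO-ND, WT-LID and Glis3KO-LID (adjusted p from 0.148 to 0.934), with 11 of 11 and a higher call in each Glis3KO library with a 2.5 kb window (adjusted p = 0.0326, Fisher's exact test). Thyroid TF genes had H3K4me3 at 5 of 5 in each library. With 50% of the window covered, H3K4me3 was called lower at Hox genes in all 4 libraries (adjusted p from 0.00805 to 0.0158) and at fibroblast markers in all but Glis3KO-ND (adjusted p from 0.0109 to 0.033), and higher at Hippo and TEAD genes in both Glis3KO libraries (11 of 12, adjusted p = 0.0333 and 0.0147, Fisher's exact test).

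Polycomb marking lay on developmental regulators. H3K27me3 was found at 31, 33, 33 and 38 of 39 Hox genes and at 15, 20, 19 and 20 of 20 developmental TFs outside the thyroid such as Barhl1, Evx1 and Gata4 (all calls higher, highest adjusted p = 3.62e-13, Fisher's exact test), and at 0 of 12 housekeeping genes in all 4 libraries. Since Hox genes are neighbours in clusters, a single H3K27me3 region can mark several of them, and their p-values overstate the evidence. C cell markers, genes of the calcitonin-producing cells, were marked at 4, 6, 2 and 8 of 11 and called in all but WT-LID. The WT-ND call was lost when 50% of the window had to be covered or the lists had equal numbers. The Glis3KO-LID library, which had the longest list, also marked 11 of 21 ECM genes, 7 of 12 endothelial markers, 6 of 12 fibroblast markers, 7 of 12 skeletal muscle markers and 4 of 5 parathyroid markers more than other genes (adjusted p from 0.00285 to 0.0363, exact test). Parathyroid markers were also called in Glis3KO-ND (3 of 5, adjusted p = 0.0228, exact test). That call was lost at equal list length and with 50% of the window covered (1 of 5 each). At equal list length the calls on ECM (3 of 21), parathyroid (1 of 5) and skeletal muscle (3 of 12) were lost. The endothelial call was lost with 50% of the window covered (5 of 12) and the fibroblast call with a 2.5 kb window (6 of 12). That window added higher calls on kidney tubule genes in Glis3KO-LID (5 of 8, adjusted p = 0.0326) and on ECM genes in WT-ND (5 of 21, adjusted p = 0.0454, Fisher's exact test). Genes listed by the study as lower in Glis3KO-LID were marked at 19, 30, 17 and 84 of 330, called higher in Glis3KO-LID only (adjusted p = 0.00253) and not at equal list length (31 of 330, adjusted p = 0.399, exact test). Genes listed as higher were marked at 4, 6, 3 and 16 of 159, a call lower in WT-LID (adjusted p = 0.0485) and in Glis3KO-LID (adjusted p = 0.0415, exact test), the former lost at equal list length (0.053) and with 50% of the window covered (0.0638). In Glis3KO-ND the main setting gave no call (adjusted p = 0.0722) and the 3 alternatives gave a lower one (adjusted p from 0.0158 to 0.0326, exact test). Whether these counts differed between libraries was not tested. The study reported no significant difference in H3K27me3 signal between WT-LID and Glis3KO-LID at its changed GLIS3-bound genes. Counts of called peaks do not show a change in level.

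**Figure D4:**
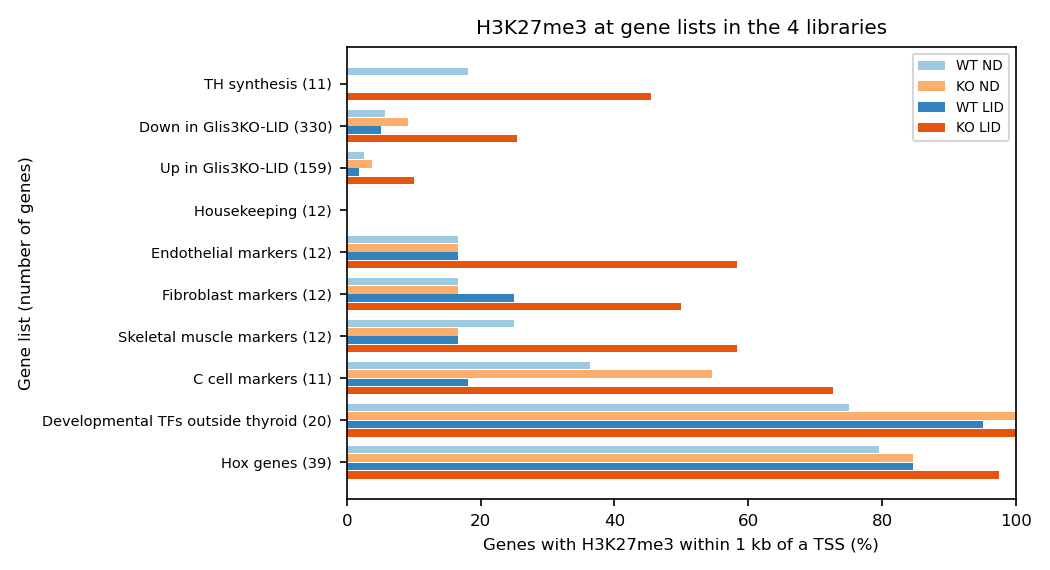
Bars give the percentage of genes of each of 10 lists, with the number of genes in brackets, that had an H3K27me3 peak within 1 kb of a start site in the 4 libraries (WT or KO, ND or LID, 1 library each, no error bars). Hox genes and developmental TFs are high in every library, and the percentage of genes lower in Glis3KO-LID is highest in that library, where 84 of 330 were marked.

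Slc5a5, Slc26a4, Duoxa1 and Adm2 had a called H3K27me3 peak in the Glis3KO-LID library, which had the longest list. A called peak does not measure the level of the signal. From normalized read counts near start sites, the study reported no significant difference in either mark at GLIS3-bound genes changed in Glis3KO-LID. At the Slc5a5 proximal promoter it described small changes. The H3K27me3 peaks covered 1802 bp around the start site of Slc5a5, 1656 bp of Slc26a4, 1775 bp of Duoxa1 and 1849 bp of Adm2, where the other 3 libraries had 0 bp. H3K4me3 at Slc5a5 covered 1230, 1257, 1295 and 501 bp in WT-ND, Glis3KO-ND, WT-LID and Glis3KO-LID, and at Adm2 929, 501, 766 and 0 bp. At Ano1, a chloride channel gene, H3K4me3 covered 841, 501, 626 and 0 bp and H3K27me3 1137, 1845, 0 and 2001 bp. Of the other TSH-induced genes, Sod3 had H3K4me3 in all libraries but WT-ND, Cdh16 in WT-ND alone, and Cdh13 had H3K4me3 in all 4 and H3K27me3 in all but WT-LID. The group of 8 had H3K4me3 at 6, 6, 6 and 4 genes and H3K27me3 at 2, 2, 0 and 3, with no call (lowest adjusted p = 0.208, Fisher's exact test). Duox2 had H3K27me3 over 1001, 0, 0 and 2001 bp and Duoxa2 over 676, 0, 0 and 1697 bp, so that the mark was present in WT-ND and Glis3KO-LID. The start sites of these neighbours lie within 1 kb of each other, so their windows overlapped and read much the same region. As a group, TH synthesis genes were marked by H3K27me3 at 2, 0, 0 and 5 of 11, which passed the test in no library (adjusted p = 0.0909 in Glis3KO-LID, Fisher's exact test). In Glis3KO-LID a 2.5 kb window gave 6 of 11, past the threshold (adjusted p = 0.0355), and equal list length gave 2 of 11 (adjusted p = 0.391, exact test). Foxe1 had H3K27me3 in Glis3KO-ND alone (1344 bp), while Hhex, Pax8 and Nkx2-1 had H3K4me3 and no H3K27me3 in any library.

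Promoters with both marks, called bivalent when described in stem cells, numbered 1054 in WT-ND, 1377 in Glis3KO-ND, 1095 in WT-LID and 2245 in Glis3KO-LID. Genes with H3K27me3 had H3K4me3 more often than other genes in WT-ND (odds ratio 2.24, p = 4.15e-37), Glis3KO-ND (1.95, p = 3.5e-35) and WT-LID (2.51, p = 4.45e-46), but not in Glis3KO-LID (1.06, p = 0.115, Fisher's exact test). In Glis3KO-LID the odds ratio did pass the threshold with a 2.5 kb window (1.1, p = 0.00838) and at equal list length (1.31, p = 5.53e-07, exact test). When each mark had to cover at least 50% of the window, the odds ratios fell to 0.934, 0.841, 1.07 and 0.651, so that the calls ended in WT-ND (p = 0.281) and WT-LID (p = 0.263), and Glis3KO-ND (p = 0.00113) and Glis3KO-LID (p = 9.51e-29, exact test) passed the threshold in the opposite direction. Marks in a tissue can come from different cells, and both marks at a gene do not show that they lay on the same chromatin.

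The factor peaks were compared with the histone lists of WT-LID thyroids, which carry the same genotype, age and diet labels, although the study's methods describe different mice for the 2 kinds of library. Here 10.3% of NKX2.1 peaks (10 to 10.6%, n = 46633) and 13.4% of PAX8 peaks (13.1 to 13.7%, n = 51568) lay in H3K4me3 regions, 8.06-fold and 10.5-fold over shifted sets (permutation by shifts, adjusted p = 0.001 for each). The share was 13.4% of NKX2.1 peaks without PAX8 and 18.6% of PAX8 peaks without NKX2.1, compared with 7.25% of NKX2.1 peaks overlapping PAX8. H3K27me3 regions held 0.586% of PAX8 peaks where 0.341% were expected (1.72-fold, permutation by shifts, adjusted p = 0.001), and 0.157% of NKX2.1 peaks where 0.339% were expected (not higher, p = 1). PAX8 peaks without NKX2.1 reached 1.01% in H3K27me3 regions. Peaks on unplaced sequence were left out of these counts.

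The deposited unified histone sets were identical to the union of the 4 libraries of each mark, with 21821 regions over 34.58 Mb for H3K4me3 and 18969 regions over 56.62 Mb for H3K27me3. For H3K4me3 57.4% of unified regions had a peak in all 4 libraries. For H3K27me3 78.9% had a peak in a single library and 95% had a peak in Glis3KO-LID. Without that library the H3K27me3 union had 5920 regions.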

Values the study reported

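The study reported 29,464 NKX2.1 and 41,044 PAX8 peaks in mouse thyroid. It described 8975 genes with NKX2.1 and 8832 genes with PAX8 within 5 kb of a start site. In PCCl3 cells, the study placed 74.8% of FOXE1 loci close to a GLIS3 locus. For H3K4me3 and H3K27me3, it found no significant difference in signal between WT-LID and Glis3KO-LID at GLIS3-bound genes with changed expression.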

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

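Tests of the Glis3KO-LID H3K27me3 list against open chromatin, more complete calling and loss of Glis3, and all tests of the Y chromosome peaks, were chosen after the values were seen. Differences between groups given here come from 1 library per group and were not tested. The effects of diet and genotype went in opposite directions for several totals. H3K4me3 covered length rose by 0.565 Mb from ND to LID in WT and fell by 2.88 Mb in Glis3KO. The number of genes with H3K4me3 was higher in Glis3KO than in WT by 56 on the ND and fell by 613 on the LID. From ND to LID it rose by 158 genes in WT and fell by 511 in Glis3KO. H3K27me3 peaks fell by 419 from ND to LID in WT and rose by 13924 in Glis3KO. For 2 named genes, Duox2 and Duoxa2, H3K27me3 was present in WT and absent in Glis3KO on the ND and the reverse on the LID, which also was not tested. Their start sites lie within 1 kb of each other, so the 2 genes read much the same region.

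The 18040 H3K27me3 peaks of Glis3KO-LID were the most unusual list. Of 14059 peaks overlapping no other library, with a median width of 1256 bp against 5219 bp for the shared ones, 10.07% touched a start site window where 3.39% were expected and 4.25% was the highest of 1000 shifts, which argues against random scatter. A background of open chromatin would put the mark at H3K4me3 promoters, but 52.66% (95% interval 50.2 to 55.1%) of genes marked only in this library had H3K4me3 there, compared with 59.9% (59.1 to 60.6%) of genes with no H3K27me3 in any library. That comparison speaks to start sites only. Most of these peaks touched no start site window, so open chromatin elsewhere was not tested. A mixture of background and other regions is not excluded. The list also held 97.86% of the 2337 regions called in 2 or 3 of the other libraries, so a deeper or cleaner library, in which more weak regions pass the caller, remains open. An effect of the loss of Glis3 remains open too, since Glis3KO covered 1.774 times the WT length on the ND, and with 1 library per group these cannot be told apart.

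H3K4me3 peaks on the Y chromosome, in neither WT library, numbered 2 in Glis3KO-ND (at Uty and Ddx3y) and 4 in Glis3KO-LID (at Kdm5d, Eif2s3y, Uty and Ddx3y), genes named because they had these peaks. A higher yield is argued against by the number of H3K4me3 peaks on numbered chromosomes, which was 0.9704 (ND) and 0.932 (LID) times that of WT. Reads of X homologs placed on Y would give Y peaks in any library with marked X homologs. H3K4me3 lay at 4 of the 4 X homologs in both WT libraries, where 0 of these Y genes were marked. These values argue against misplaced reads as the whole cause at these genes, although signal strength at the X homologs is unknown. Male mice in the Glis3KO groups remain a candidate explanation, but the labels give no sex. The 6 of 6 Y peaks at start sites would be found with misplaced reads as well. The Xist start site carried H3K4me3 over 694, 0, 645 and 562 bp in WT-ND, Glis3KO-ND, WT-LID and Glis3KO-LID, so that Glis3KO-LID had both Y peaks and Xist marking. If the groups differed in sex, differences between Glis3KO and WT could follow sex as well as genotype.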

How the results depend on the processing

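Alternatives were fixed before the data were examined, except the GENCODE vM21 annotation and the results without the Glis3KO-LID library, which were chosen after seeing the data. No paired analysis was possible because the labels give no replicate numbers and each group had 1 library. The peak lists hold no score, so the planned stricter peak lists were not run. Mouse peaks were already 300 bp wide, so the widths as deposited were tried only for PCCl3 cells, and the alternatives for rat genes were not run. Depth is unknown and could not be varied. In all, 463 values were recomputed for 141 results. Every overlap between factors, and of factors with H3K4me3 or H3K27me3, kept its direction and its side of the threshold in every setting tried.

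Window size moved the genes bound by NKX2.1 from 7439 to 4435 at 1 kb and 12400 at 20 kb, and those bound by both TFs from 5295 to 2538 and 10757, which follows from the amount of sequence searched. The tests called lower went from 5 to 2 and 3, and the cause was not tested. Of 75 recomputed list calls for binding, 64 were kept, 11 lost and 0 reversed, and 4 calls were gained in other tests. Over the 200 tests of the marks, 174 calls were recomputed, with 144 kept, 30 lost and 0 reversed, and 21 calls were gained in tests that had none. Counting protein-coding genes only gave TSS proximal shares of 5.85% for NKX2.1 and 6.48% for PAX8. Leaving Glis3KO-LID out of the H3K27me3 union left 5920 regions.

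Shares of H3K4me3 peaks found in the other genotype are given as WT-ND in Glis3KO-ND, Glis3KO-ND in WT-ND, WT-LID in Glis3KO-LID and Glis3KO-LID in WT-LID. They were 82.8, 85.1, 80.1 and 86.7% with an overlap of 50%, 75, 79.3, 60.8 and 86.9% for peaks of at least 2 kb, and 87.8, 87.8, 85.5 and 86.4% at equal list length. For H3K27me3 the ND shares were 58.5 and 39.6% with an overlap of 50% and 88.9 and 48.6% for peaks of at least 2 kb, and Glis3KO-ND in WT-ND was 55.7% at equal list length. The LID shares were 99.8 and 14.7% for peaks of at least 2 kb and 67.5 and 52.9% at equal list length. The H3K27me3 length ratio at equal list length was 3.86 for Glis3KO over WT on the LID and 2.47 for LID over ND in Glis3KO. The values for peaks of at least 2 kb and at equal list length follow from the peaks left in each list, and those with an overlap of 50% from the stricter overlap rule.

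The odds ratio of both marks with at least 50% of the window covered was 0.841 in Glis3KO-ND and 0.651 in Glis3KO-LID, past the threshold in the opposite direction, and 0.934 in WT-ND and 1.07 in WT-LID, neither past the threshold. In Glis3KO-LID it was 1.1 with a 2.5 kb window and 1.31 at equal list length, both past the threshold. The cause was not tested.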

Other observations

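Binding sequences were examined in the mouse peaks as values, with words chosen after the peak lists were seen but before any scan, in 42 tests (7 words in 6 peak sets) against flanks 2 kb away. The NKX word CACTYRAG occurred in 13% of NKX2.1 peaks and 3.45% of their flanks, and the PAX word TCATGCNTGR in 2.83% of PAX8 peaks and 0.467% of flanks. In NKX2.1 peaks without PAX8 the PAX word was not enriched (0.466 against 0.571%, adjusted p = 0.16, exact test), whereas NKX2.1 peaks overlapping PAX8 had it in 1.83 against 0.429%. PAX8 peaks overlapping NKX2.1 had the NKX word in 12.2 against 3.5% and those without NKX2.1 in 4.65 against 3.3%. The GLIS word was rarer in NKX2.1 peaks than in flanks (0.247 against 0.364%), and the FOX word slightly more frequent (3.82 against 3.2%). The study's de novo motif search instead placed GLIS sites among the leading motifs of NKX2.1 peaks, and found them in PAX8 peaks too. Counting a single exact word misses variants of a motif, so the GLIS values here do not test that result. The CTCF word, of a factor outside the study and meant as a comparison, was more enriched in NKX2.1 peaks (7.09-fold) than the NKX word itself (3.77-fold). It reached 3.85% of NKX2.1 peaks without PAX8 against 0.31% of flanks (12.4-fold, adjusted p = 4.5e-172, exact test) and 0.814% of those overlapping PAX8 (2.39-fold). The reversed NKX and PAX words, as controls, gave ratios of 0.737 in NKX2.1 peaks and 2.25 in PAX8 peaks respectively, the latter from 27 peaks against 12 flanks (adjusted p = 0.03, exact test). GC content was 48% in NKX2.1 peaks and 44.5% in flanks, so composition differed as well.

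Words lay in several promoters named above but not at every TH synthesis gene. At Slc5a5, Duox2 and Duoxa2 the NKX2.1 peaks held no NKX word and the PAX8 peaks no PAX word. Among the TH synthesis genes, only Slc26a4 had the PAX word in a PAX8 peak. The NKX2.1 peak at the Tg promoter held CACTTGAG at 66670596 to 66670603 of chromosome 15, the peak at Tshr held CACTTGAG at 91400900 to 91400907 of chromosome 12, and the PAX8 peak 933 bp upstream of Slc26a4 held TCATGCCTGG at 31560943 to 31560952 of chromosome 12 on the minus strand.

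Genes listed by the study as lower in Glis3KO-LID carried H3K27me3 in that library at 84 of 330, and the 3 tests of this were written down before their results were seen. A longer list that marks all kinds of genes alike would give 29 to 51 (the central 95% of 10000 random sets matched on NKX2.1 and PAX8 binding and on H3K4me3, median 40), so list length alone is argued against as the whole cause. GLIS3 binding, which the study required of every listed gene, was not matched in these sets. Glis3KO-ND also had an excess (30 against 9 to 25), as it did at equal list length (25 against 8 to 22) together with Glis3KO-LID (31 against 9 to 24), while WT-ND (19) lay at the edge of its range and WT-LID (17) within it (6 to 19 for both), so a longer list that extends a preference seen in other libraries is not excluded, although this excess is against matched sets only, and against all other genes Glis3KO-ND (adjusted p = 0.942) and Glis3KO-LID at equal list length (adjusted p = 0.399, Fisher's exact test) gave no call. For fewer follicular cells in Glis3KO, as many or more marked genes of other cell types in Glis3KO-LID had been set as evidence against, and 19 of 73 such genes were marked there at equal list length against 9 in WT-LID, but that bound was wrong, as was recognised only after it had been met: lists equal in number still covered 28.99 and 7.5 Mb, so the count can rise with covered length, and a change in cell makeup remains open. Loss of Glis3 remains open as well, with 31 genes in Glis3KO-LID against 17 in WT-LID and 25 against 19 on the ND at equal list length, which the same difference in covered length could give.

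The NKX2.1 peak list here held 46636 peaks and the PAX8 list 51586. Both are higher than the values quoted from the study above. The thresholds behind the deposited lists could not be checked, so these may not be the lists that were counted there. Genes bound by NKX2.1 and PAX8 numbered 7439 and 8828 among protein-coding genes and 8905 and 10538 among all annotated genes. The gene set behind the quoted counts may differ from either, and the scoring of binding may differ as well. The share of FOXE1 peaks overlapping GLIS3 was 42.9%. That is lower than the value quoted from the study above. The study scored collapsed regions by fragment counts, so a region could count for GLIS3 without a called GLIS3 peak. If the quoted value rests on that scoring, these shares are different measures, which peak lists cannot resolve. With midpoints within 1 kb the share was 54.3% and within 5 kb 68%.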
